A study of Mus musculus with 12 samples.

How the data were processed

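Mouse embryos of the CD-1 strain were injected in utero, per the labels, with a lentivirus that carries the fluorescent reporter tdTomato and a variable DNA tag, the cloneID. A founder cell that takes up the virus passes its cloneID to its descendants, so cells that carry the same cloneID are read as 1 clone. Per the labels, embryos were injected at embryonic day (E) 7.5 or 8.5 and collected at E11.5, the head was dissected into regions, and tdTomato-positive cells were sorted. Cells were then processed in droplets with the 10x Genomics Chromium kit, at about 5000 to 10000 cells per reaction and with 12 cycles of cDNA amplification, and cloneID sequences were enriched by nested PCR, per the labels.

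Each of the 12 deposited tables holds counts of unique molecular identifiers (UMIs) for every cloneID in every cell barcode, without normalization. How the authors derived these deposited counts is not stated in the labels: the program, the collapsing of similar sequences, the UMI minimum and the list of cells are unknown. A filter can be seen in the values. All 3593 pairs of a barcode and a cloneID with a count of 1 UMI belonged to cloneIDs seen in a single barcode of their library, in 12 of 12 libraries, so pairs of 1 UMI that belong to larger clones are absent from the tables. Clone sizes can therefore miss cells, and they can also be too high where a barcode is not a cell. The handling of the sequences also differed between the experiments named in the library names. A cloneID is a string of 30 characters, and some strings hold dashes, the letter N or zeros where bases are missing. The character 0 occurred in 411 cloneIDs, summed over libraries, of experiment 1 and in 0 of experiment 2.

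The comparisons planned before the data were examined were comparisons of gene expression and of cell classes between regions, with count models across genes. The deposited values used here are counts of cloneIDs, not of genes, so those comparisons, the lists of genes fixed for them and the rule for naming genes could not be applied, and gene expression was not analysed here. The planned comparison of libraries with each other was made with cloneIDs in place of genes. The other comparisons were chosen after the values had been seen. A model across cloneIDs between groups was not used, because a cloneID belongs to 1 founder cell and does not recur in other embryos as a gene does. The few clones named by sequence were picked after their values were seen, as those with the most barcodes in a region or with the highest smallest count over the 3 regions.

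Groups were taken from the tissue label: cranial region (2 libraries, injected at E8.5), eye with trigeminal ganglia, midbrain and hindbrain (4 libraries), olfactory with forebrain (3 libraries), and otic with epibranchial ganglia (3 libraries), the last 3 groups injected at E7.5. They are called cranial, eye, olfactory and otic below. Replicates carry the experiment and the number from their titles. Comparisons between regions were made within each experiment.

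Unless stated otherwise, only complete cloneIDs (30 bases, all A, C, G or T) were used, and a cell barcode with a cloneID was counted as 1 pair. Clone size is the number of barcodes with a cloneID, with a barcode that holds several cloneIDs counted for each. The eye libraries numbered 2 and 3 of experiment 2 shared most of their barcodes and were merged into 1 library, with each pair kept once at its higher count, except in the shares of barcodes with several cloneIDs, where all cloneIDs were counted and the shares of these libraries were averaged, and in the correlation of libraries, where they were kept apart. To compare libraries and regions with unequal numbers of pairs, the number of distinct cloneIDs, and of cloneIDs shared by a pair of regions, was computed as its expectation when 2000 pairs are drawn from each without replacement. Overlap of clone sizes was measured with the Morisita index, which is near 0 when no clones are shared and near 1 when samples are drawn from the same clones at the same frequencies. The inverse Simpson index gives the number of equally large clones that would give the same chance of drawing a clone again.

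Intervals are 95% percentile intervals over 2000 bootstrap draws of clones. They cover the sampling of clones in these embryos and not the variation between embryos. Shares are given with 95% Wilson intervals, which cover counting error only. Libraries were compared by exact permutation tests, two-sided or unsigned, with Benjamini-Hochberg adjustment over the 5 measures of clone size. Libraries were also compared by the Pearson correlation of log2 CPM, counts scaled to the same total in each library, with a pseudocount of 1, across cloneIDs, which are not independent replicates, and by the chi-square statistic per degree of freedom over clones of at least 10 barcodes in the pair of libraries. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

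The formulas were tested on simulated data. The expected numbers of distinct cloneIDs for eye with olfactory were 100.1% of the mean of random draws in experiment 1 (4054 cloneIDs) and 99.9% in experiment 2 (7101 cloneIDs). For the numbers shared they were 99.8% and 100.04%. When the eye clones were split at random into 2 parts, the interval held the true difference of 0 in 48 of 50 splits in experiment 1 and in 47 of 50 in experiment 2. In each experiment all of 200 planted shared clones were counted. The way they were planted fixed this outcome, so it says nothing about the formulas. Simulated carry-over of olfactory cells into otic gave a dispersion of 0.875 in experiment 1 (906 cloneIDs) and 1.07 in experiment 2 (1799 cloneIDs), against 7.85 and 6.71 for simulated descent. That carry-over ran in 1 direction only, into a region with no clones of its own. In 1 simulation of founders that drew cloneIDs from a pool of known size, the size estimated from the overlap of batches was 92.4% of the true size.

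Depth was low and uneven. The libraries held 16165 to 68901 UMIs in 3072 to 12235 barcodes, with a median of 4 to 7 UMIs per barcode in experiment 1 and 3 in experiment 2. Alternatives were tried for the UMI minimum, the treatment of incomplete, shifted and co-occurring cloneIDs, barcodes with several cloneIDs, cloneIDs seen in other embryos, clones of 1 barcode, the thinning depth, the merging of the libraries with shared barcodes, and each library in turn. Their effects are given in the closing section.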

Results

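CloneIDs were counted in 12 single-cell libraries from the heads of mouse embryos collected at E11.5. The libraries comprised 2 of the whole cranial region of embryos injected at E8.5, and, from embryos injected at E7.5, 4 of the eye region, 3 of the olfactory region and 3 of the otic region. The design asks how the clones founded in and beside the neural plate are distributed over the regions that hold the sensory placodes, cranial ganglia and brain. Over all libraries 429514 UMIs were counted in 84853 cell barcodes and 93831 pairs of a barcode and a cloneID, and 17399 distinct cloneIDs were seen, of which 15799 were complete. The first 3 numbers are sums over libraries, in which cells found in more than 1 library are counted in each.

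In experiment 1, the total UMI count was 43482 and 41019 in cranial libraries 1 and 2, 41201 in the eye library, 68901 in the olfactory library and 25198 in the otic library. In experiment 2 it was 35093, 39422 and 44579 in eye libraries 1, 2 and 3, 23704 and 30444 in olfactory libraries 1 and 2, and 20306 and 16165 in otic libraries 1 and 2. The number of cell barcodes per library ranged from 3072 in the otic library of experiment 1 to 12235 in eye library 3 of experiment 2. Incomplete cloneIDs made up 4.00% to 5.53% of the cloneIDs of a library in experiment 1 and 7.15% to 8.41% in experiment 2. None of the 15799 complete cloneIDs occurred in any of 141767 mouse reference transcripts, on either strand.

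Libraries of the same region were first compared with each other. Eye libraries 2 and 3 of experiment 2 had 7743 cell barcodes in common, which was 69.0% of the 11229 barcodes of library 2 and 63.3% of the 12235 barcodes of library 3. The other 65 pairs of libraries shared at most 41 barcodes. Of the shared barcodes, 94.9% also held a cloneID in common, whereas no pair of a barcode and a cloneID was shared by any other libraries. Of the 457 pairs with at least 16 UMIs in the sum of both libraries, 90.8% had counts within 2-fold, against 86.2% for a random split of the UMIs at 1 proportion. Cells per clone in libraries 2 and 3 differed by less than the sampling noise (chi-square per degree of freedom 0.421), and the libraries were counted as 1 sample. Together they held 15721 barcodes.

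The remaining libraries of 1 region and experiment had separate barcodes and similar clone composition. For these 4 pairs of libraries the Morisita index was 0.985 ± 0.0123 (SD, n = 4 pairs of libraries) and the chi-square per degree of freedom was 0.963 to 1.45. Differences beyond sampling noise were found for eye library 1 against the merged libraries (chi-square test, p = 4.00e-05) and olfactory libraries 1 and 2 (p = 4.01e-07) of experiment 2, but not for the cranial (p = 0.311) and otic (p = 0.648) pairs. On average 64.3% ± 10.7 (SD, n = 4 pairs of libraries) of the cloneIDs of the smaller library were found in the larger. Such libraries were therefore read as samples of the same embryos and not as independent replicates. Different regions of the same experiment had a Morisita index of 0.130 ± 0.0712 (SD, n = 15 pairs of libraries). Between the cranial libraries, the regional libraries of experiment 1 and the regional libraries of experiment 2 the index was 0.00109 ± 0.000931 (SD, n = 36 pairs of libraries). The libraries thus fell into 3 sets that shared almost no clones, called embryo batches here. Each region injected at E7.5 was represented in 2 batches and the cranial region in 1.

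**Figure D1:**
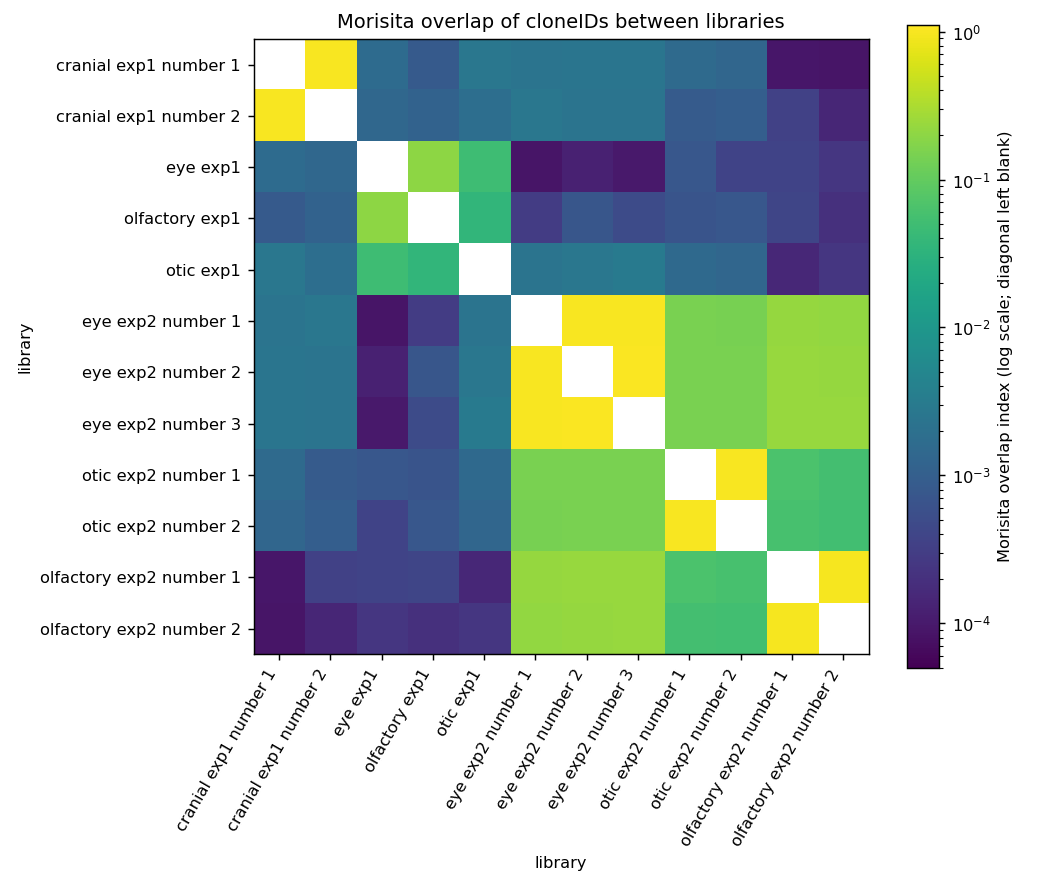
Morisita overlap index of complete cloneIDs for every pair of the 12 libraries, with libraries on both axes and the index as colour on a log scale. Libraries of 1 region and experiment lie between 0.971 and 1.03, different regions of an experiment between 0.0359 and 0.235, and libraries of different embryo batches at 0.00292 or below.

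The Pearson correlation of log2 CPM (counts scaled to the same total in each library) across cloneIDs, computed for all 12 libraries, had the same order. Its mean was 0.65 ± 0.12 (SD, n = 5 pairs of libraries) within a region and batch, 0.02 ± 0.05 (SD, n = 19 pairs of libraries) between regions of a batch, and -0.13 ± 0.04 (SD, n = 41 pairs of libraries) between batches. Eye libraries 2 and 3 of experiment 2 had a correlation of 0.84. They enter the other pairs separately, and with them merged the means were 0.64 ± 0.13 (SD, n = 4 pairs of libraries), 0.01 ± 0.05 (SD, n = 15 pairs of libraries) and -0.13 ± 0.05 (SD, n = 36 pairs of libraries). Restricting the correlation to cloneIDs with at least 10 counts moved it most, to 0.83 within a region and batch.

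CloneIDs seen in more than 1 embryo batch give the background at which the same cloneID marks unrelated founders. The cranial batch held 4782 complete cloneIDs, the regional batch of experiment 1 held 4054 and that of experiment 2 held 7101. The cranial batch shared 32 with the regional batch of experiment 1 and 61 with that of experiment 2, and the regional batches shared 47. A common rate per possible pair of cloneIDs would give 33.05, 57.9 and 49.1, and the 3 numbers did not differ detectably from it (chi-square test for a common rate, p = 0.866).

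A barcode with more than 1 cloneID can be a cell with several viral insertions or a droplet with several cells. With all cloneIDs counted, incomplete ones included, such barcodes made up 15.6% (95% Wilson interval 14.6% to 16.7%) and 14.2% (13.3% to 15.2%) of cranial libraries 1 and 2. In the regional libraries of experiment 1 they made up 10.3% (9.64% to 11.03%) in eye, 11.7% (11.1% to 12.4%) in olfactory and 9.18% (8.21% to 10.3%) in otic. In experiment 2 the share was 5.58% to 10.3%. Over libraries the share was 14.9% ± 0.992 (SD, n = 2) in cranial, 9.33% ± 1.71 (SD, n = 3) in eye, 9.42% ± 2.06 (SD, n = 3) in olfactory and 7.11% ± 1.86 (SD, n = 3) in otic, with the shares of eye libraries 2 and 3 of experiment 2 averaged. With those libraries merged the eye mean was 10.4%. Within experiment 1 the cranial intervals lay above those of the 3 regions. The share depended on the UMI minimum. With at least 3 UMIs per pair the mean was 10.6% in cranial, 6.01% in eye, 6.83% in olfactory and 4.11% in otic.

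Clone sizes were compared between the 3 regions injected at E7.5. In 2000 pairs, the expected number of distinct cloneIDs in experiment 1 was 961 in eye (95% interval 936 to 987), 461 in olfactory (442 to 483) and 1241 in otic (1217 to 1266). In experiment 2 it was 1122 in eye (1090 to 1153), 676 in olfactory (636 to 720) and 778 in otic (745 to 812). Olfactory was lower than eye in both experiments, with a difference of -500.04 (-537 to -461) in experiment 1 and -445 (-502 to -389) in experiment 2. Otic was higher than olfactory in both, by 779 (738 to 820.1) and 101 (43.4 to 160.1). Otic against eye had opposite signs in the experiments, at 279 (236 to 324) in experiment 1 and -344 (-392 to -293) in experiment 2. Thinning to 1000 pairs moved olfactory minus eye most, to -289 in experiment 1 and -243 in experiment 2. Restriction to cloneIDs of at least 2 barcodes moved otic minus eye in experiment 1 most, to -98.6 (-151 to -45.8).

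**Figure D2:**
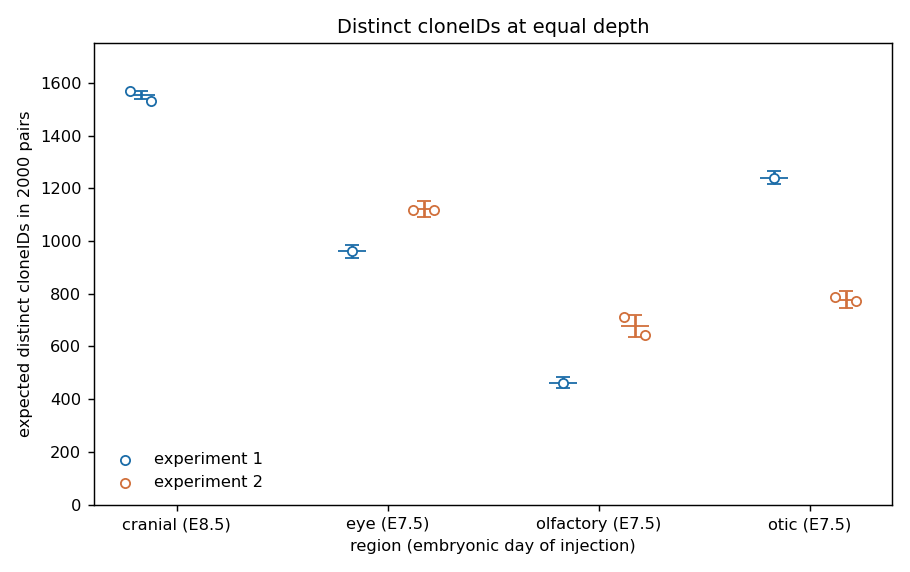
Expected number of distinct cloneIDs in 2000 pairs of a barcode and a cloneID (vertical axis), by region and embryonic day of injection (horizontal axis). Open circles are libraries, with eye libraries 2 and 3 of experiment 2 merged. Horizontal ticks are pools of the libraries of a region and experiment, with 95% bootstrap intervals over clones. Otic lies above eye in experiment 1 (1241 against 961) and below it in experiment 2 (778 against 1122).

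Over libraries, the expected number was 1065 ± 90.1 (SD, n = 3) in eye, 606 ± 130.2 (SD, n = 3) in olfactory and 933 ± 266 (SD, n = 3) in otic. An exact permutation test over all 1680 assignments of the 9 libraries to regions gave p = 0.0607 (Benjamini-Hochberg adjusted 0.101 over 5 measures). That test counts libraries of the same embryos as independent. With the regions permuted within experiments the exact permutation test gave p = 0.5, and the smallest p that this design allows is 0.167. The share of pairs in the 10 largest clones was 6.79% ± 0.418 (SD, n = 3) in eye, 15.99% ± 1.37 (SD, n = 3) in olfactory and 8.68% ± 4.38 (SD, n = 3) in otic. For this share the exact permutation test over libraries gave p = 0.0143 (adjusted 0.0536), and within experiments p = 0.333. Olfactory was highest in this share in both experiments. With 2 embryo batches the permutation within experiments cannot give a p below 0.167, so its outcome says nothing for or against a difference between regions.

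The largest clones differed in size between regions, in raw counts of barcodes from regions with unequal numbers of pairs. In experiment 2, TGGGTTCGGAACTTTCTGCGGTTTTTTTAT was found in 434 olfactory, 37 eye and 0 otic barcodes. In experiment 1, TGTTAGAATTTGCCACTGGTCCGCATGTAC was found in 210 olfactory barcodes and in 0 barcodes of the other regions. In the eye, the largest clone of experiment 2 was GCGATTCGTGAAGCTGGGCAGCGTGGTTCG, with 273 eye, 5 olfactory and 9 otic barcodes. The largest otic clone held 157 otic barcodes in experiment 2 (ATGTGTTTTATTGAGTCGGACTATCACAGG, also in 3 eye barcodes). In experiment 1 no otic clone held more than 13 barcodes, a number reached by both AGGAATGATAGAAACCGGAGCTCATTGTGT and TAATAAGGATCGGTCCCGACCTATAGCCTT. As a share of the pairs of its region, the largest clone of experiment 2 held 1.05% in eye, 2.80% in olfactory and 1.59% in otic. By this share the order of eye and otic was the reverse of that by barcodes. In experiment 1 the shares were 1.14%, 2.16% and 0.401%.

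The cranial libraries, injected at E8.5, were set against the regions of experiment 1, injected at E7.5. At 2000 pairs the cranial libraries held 1551 ± 26.7 distinct cloneIDs (SD, n = 2), against 888 ± 395 (SD, n = 3) in the regional libraries, a difference of 663. Both cranial libraries were above all 3 regional libraries, and the exact permutation test gave p = 0.2, the smallest p that 2 against 3 libraries allow. Against all 9 regional libraries of both experiments (868 ± 257, SD, n = 9), the exact permutation test gave p = 0.0364, the smallest that its 55 splits allow here. Both tests count libraries of the same embryos as independent. The cranial libraries come from 1 embryo batch, so no test across embryos was possible. CloneIDs found in 1 barcode made up 79.6% ± 1.18 (SD, n = 2) of the cranial cloneIDs at that depth and 55.5% ± 11.3 (SD, n = 3) of the regional ones in experiment 1. The largest cranial clone held 26 barcodes over both libraries. The day of injection, the dissection and the embryos cannot be told apart in this comparison.

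The comparison at the centre of the design is the sharing of clones between regions. In experiment 1, 304 of 4054 cloneIDs (7.50%) were found in more than 1 region and 29 in all 3. In experiment 2, 566 of 7101 (7.97%) were found in more than 1 region and 54 in all 3. Eye and olfactory shared 201 cloneIDs in experiment 1 and 345 in experiment 2, eye and otic shared 104 and 239, and olfactory and otic shared 57 and 90. The background rate between batches would give between 1.38% and 5.94% of these numbers. Of the olfactory cloneIDs, 22.2% were also found in eye in experiment 1 and 19.2% in experiment 2. Those clones held 45.6% and 51.5% of the olfactory pairs.

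At an equal depth of 2000 pairs per region, eye and olfactory shared an expected 113 cloneIDs in experiment 1 (95% interval 97.2 to 129) and 99.8 in experiment 2 (87.0 to 113). Eye and otic shared 47.7 (37.7 to 57.7) and 64.9 (54.7 to 76.1). Olfactory and otic shared 35.7 (27.1 to 45.9) and 39.1 (29.9 to 48.9). Libraries of different embryo batches shared 2.00 ± 1.099 (SD, n = 36 pairs of libraries) at this depth. The order of the 3 pairs of regions was the same in both experiments. Eye-olfactory exceeded eye-otic by 65.4 (48.7 to 82.7) in experiment 1 and 34.9 (19.3 to 48.9) in experiment 2. It exceeded olfactory-otic by 77.4 (60.5 to 93.9) and 60.7 (47.0 to 73.4). Eye-otic exceeded olfactory-otic by 12.04 (1.41 to 22.6) and 25.7 (15.3 to 36.4). The last difference in experiment 1 was the least secure, and thinning to 1000 pairs reduced it to 2.10 (-3.34 to 7.57). Each experiment is a single batch of embryos, so the order rests on 2 independent observations and no test across batches was made.

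**Figure D3:**
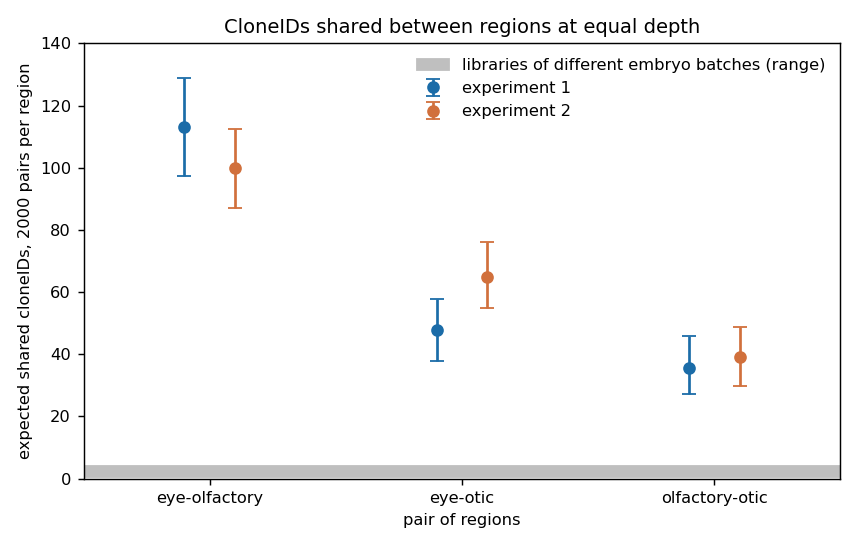
Expected number of complete cloneIDs shared by a pair of regions at 2000 pairs of a barcode and a cloneID per region (vertical axis), for the 3 pairs of regions (horizontal axis). Points are the experiments, with 95% bootstrap intervals over clones, and the grey band spans the libraries of different embryo batches, from 0.358 to 3.99.

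The Morisita index between regions, which weights large clones, was 0.200 (95% interval 0.139 to 0.271) for eye-olfactory, 0.0494 (0.0329 to 0.0694) for eye-otic and 0.0359 (0.0230 to 0.0519) for olfactory-otic in experiment 1. In experiment 2 it was 0.216 (0.159 to 0.285), 0.142 (0.0986 to 0.195) and 0.0575 (0.0286 to 0.0949). A clone with many barcodes in all 3 regions was TGTTCATATTTGAGTGTGTAAGTGGGACAC in experiment 2, with 126 eye, 50 olfactory and 23 otic barcodes. In experiment 1 the clone AGTAACCGTGGCGCCAGATCGGGTCCAGTC was found in 12 eye, 11 olfactory and 5 otic barcodes.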

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

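The tests in this part were chosen after the results were seen, except the tests of carry-over, of cloneIDs seen in 1 barcode and of a companion cloneID, whose outcomes had not been looked at when they were chosen.

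The difference in distinct cloneIDs between otic and eye had opposite signs in the experiments. At 2000 pairs, otic minus eye was 279 in experiment 1 and -344 in experiment 2, and the change between experiments was 623 (95% interval over resampled clones 554 to 686). Otic minus olfactory kept its sign but fell from 779 to 101, a change of 678 (607 to 748). Otic had 1241 distinct cloneIDs in experiment 1 and 778 in experiment 2, while eye rose from 961 to 1122 and olfactory from 461 to 676, so all 3 regions contribute to the changes. The thinning equalizes the number of pairs but not the UMIs per pair, which in experiment 1 were 7.44 on average in otic and 5.02 in eye. Weakly covered pairs are argued against, since with at least 3 UMIs per pair otic minus eye was still 292 (246 to 338) in experiment 1 and -308 (-362 to -254) in experiment 2. This test had been run at a lower depth before it was moved to 2000 pairs. Cells of the cranial batch in the otic library are argued against as well: that library shared at most 13 cloneIDs with a cranial library, against 104 with the eye library of its own experiment.

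Leaving out cloneIDs seen in 1 barcode reversed the otic minus eye difference in distinct cloneIDs of experiment 1 to -98.6. That filter left 69.3% of the otic pairs and 91.4% of the eye pairs when applied within each region. It acts unequally on libraries of unequal depth, so the reversal cannot tell how much of the otic excess such cloneIDs carry. The inverse Simpson index, which rests on clones seen repeatedly, was 1406 in otic and 639 in eye in experiment 1. Over cloneIDs of at least 2 barcodes it was 676 and 534, a difference of 142 (29.2 to 246), so strings that are not clones may account for part of the otic excess but not for its sign in this index. In experiment 2 the same difference was -420.1 (-561 to -289).

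What stays open is the number of founder cells or embryos behind each library, which the labels do not give, and a biological difference between the embryos, which was not tested. An exchange of the eye and otic libraries of experiment 1 could also give otic below eye in both experiments. The olfactory library, however, shared 77.4 more cloneIDs with the library labelled eye than with that labelled otic, as in experiment 2, so an exchange would reverse the order of sharing instead. With 1 library per region in experiment 1, these explanations cannot be told apart.

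The excess of sharing between eye and olfactory over that between eye and otic also differed between the experiments, by 30.5 (7.88 to 51.9). It was 65.4 in experiment 1 and 34.9 in experiment 2, with the same sign in both. The intervals cover the sampling of clones and not the spread between embryos, so a difference between 2 batches of embryos is not surprising. Carry-over of cells between the suspensions of 1 experiment at a fixed rate is a candidate explanation for shared cloneIDs. If it ran in 1 direction only, it would scatter the cells of a clone in the second region around that rate with a dispersion near 1. Over clones of at least 10 barcodes the dispersion, in the direction that gave the lower value, was 14.8 for eye-olfactory and 3.02 for eye-otic in experiment 1, and 98.0, 32.3 and 70.5 for eye-olfactory, eye-otic and olfactory-otic in experiment 2. For olfactory-otic in experiment 1 only the direction from olfactory to otic could be computed, at 3.75, because none of the 14 otic clones of that size was found in olfactory. Carry-over in 1 direction at a fixed rate as the whole cause is therefore argued against. Carry-over in both directions was not simulated. It would also raise the dispersion, because large clones of the second region that leaked back would be counted. It therefore stays open, as does a smaller contribution. The same cloneID in unrelated founders would account for at most 5.94% of the sharing. Descent from a common founder, with the tissue as the difference the design names, stays open as a hypothesis.

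A signal also appeared among the incomplete cloneIDs, which the comparisons left out. The string of 8 dashes followed by GGAAAGTCTAAATGCATGGTAC was found in 234 barcodes, summed over libraries, and in all 12 libraries, with 3 to 48 barcodes per library. It was the only one of 1600 incomplete cloneIDs found in all 12 libraries, and no complete cloneID was found in more than 7. A string drawn independently by unrelated founders is argued against by its presence in 12 libraries of 3 embryo batches. A product that arises beside the cloneID of a cell would be expected with a complete cloneID in the same barcode. That was so in only 15.0% of its barcodes (95% Wilson interval 10.96% to 20.1%), which argues against such a product for most of them. Among all other barcodes, 9.30% held more than 1 cloneID of any kind. That share is a different measure and lies below the interval, so such a product stays open for some of the barcodes. A vector without its variable part stays open and was not tested, and no biological explanation was tested.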

How the results depend on the processing

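The alternatives for clone sizes, for sharing and for barcodes with several cloneIDs, the merging of libraries for the correlation, and the omission of each library, were chosen after the data were seen. The count filter and the pseudocount for the similarity of libraries were planned.

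The 13 differences between regions, or between cranial and regional libraries, were recomputed under 11 alternatives, which gave 143 values. Of these, 8 could not change, because keeping the eye libraries with shared barcodes apart leaves their libraries as they are. Of the other 135, 130 kept the direction and the side of 0 of their 95% interval. The exceptions concern 3 differences. Otic minus eye distinct cloneIDs in experiment 1 reversed from 279 to -98.6 when cloneIDs of fewer than 2 barcodes in the batch were left out. That filter, applied before thinning, removes more from the shallow otic library. Under the same alternative, otic minus olfactory in experiment 2 fell from 101 to 48.0 and its interval (-2.80 to 96.1) included 0; the cause was not tested. The excess of eye-otic over olfactory-otic sharing in experiment 1 was 12.04 as reported. It was 8.25 (-2.95 to 19.4) with at least 3 UMIs per pair, 10.9 (-0.760 to 21.9) in barcodes with 1 cloneID and 2.10 (-3.34 to 7.57) at 1000 pairs, each with an interval that included 0. Only the thinning to 1000 pairs draws fewer pairs by construction. The filters on UMIs and on barcodes leave fewer pairs, but sharing was still computed at 2000 pairs. The cause of the lower values under these filters was not tested.

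Other differences moved in size with the thinning depth, as their construction requires. Olfactory minus eye ranged from -641 at the largest depth tried to -289 at 1000 pairs in experiment 1 and from -605 to -243 in experiment 2. The cranial libraries exceeded the mean of the experiment 1 regions by 296 at 1000 pairs and by 1002 at the largest depth. The excess of eye-olfactory over eye-otic sharing ranged from 51.6 to 67.7 in experiment 1 and from 22.2 to 42.1 in experiment 2 over the 11 alternatives.

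Leaving out each library changed no direction and no side of 0 where a value could be had. In experiment 2, olfactory minus eye ranged from -478 to -408, otic minus eye from -349 to -319 and otic minus olfactory from 64.0 to 134. The cranial difference ranged from 449.9 without the olfactory library to 840 without the otic library of experiment 1. In experiment 1 each region has 1 library, so leaving it out gives no value for the differences between regions. In experiment 2, keeping the eye libraries that share barcodes apart changed no direction.

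The similarity of libraries kept its order under both changes, and some values moved by more than 1 SD. With at least 10 counts per cloneID the mean correlation was 0.83 within a region and batch, -0.18 between batches and 0.96 for the libraries with shared barcodes. A pseudocount of 10 moved the last to 0.89. The share of barcodes with more than 1 cloneID in cranial fell from 14.9% to 12.8% with at least 2 UMIs per pair and to 13.3% without incomplete cloneIDs, each by more than 1 SD. In the other groups only the minimum of 3 UMIs moved it by more than 1 SD. With each library left out, the correlation within a region and batch ranged from 0.62 to 0.70.

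Regions were compared within experiments, and the exact permutation test within experiments keeps that pairing. No paired analysis was possible because the library numbers, the only pairing finer than the experiment, mark samples of the same embryos. In experiment 2, libraries of eye and olfactory with the same number shared 99.1 cloneIDs at 2000 pairs and those with different numbers 99.6. For eye and otic the values were 65.5 and 65.7, and for olfactory and otic 39.1 and 38.3.

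The changes of settings that had been planned for gene expression, cell classes, sex-linked transcripts and the fixed gene lists, and the fit with the replicate number as a block, were not run, because gene counts were not analysed here. Barcodes with few UMIs were found again less often. Of the barcodes of eye library 2 with 2 UMIs, 53.8% were found again in library 3, against 99.4% of those with 8 or more.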

Other observations

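The tests in this part were chosen after the results were seen, except those of cloneIDs in all 3 regions, of clone sizes of cloneIDs seen in more than 1 batch, and of recurring combinations, whose outcomes had not been looked at when they were chosen.

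Eye libraries 2 and 3 of experiment 2 may come from 1 droplet reaction that was carried through 2 times. Chance is argued against by the 7743 shared barcodes, against at most 41 in any other pair of libraries. If the reads of separate reactions had been mixed with most reads left in their own library, a barcode would have most of its counts there. Of pairs with at least 16 UMIs in the sum, however, 90.8% had counts within 2-fold. A common cloneID was held by 94.9% of the shared barcodes, which is what 1 reaction predicts. An even mixing of the reads of 2 reactions would look the same and cannot be told apart from it, since the 15721 barcodes in either library exceed 1 reaction as loaded and the number of cells is not known. The step at which the material was divided was not tested. These libraries also held 11229 and 12235 barcodes, more than the 10000 cells that the labels give as the upper end per reaction. For the next test, 10 clones were taken per library. They were those with the most pairs slightly above 2 UMIs, and not the 10 largest by all pairs. If free RNA gave all pairs of 2 UMIs, these pairs would fall in those 10 clones at least as often as all UMIs do, at 8.05%. They did so in 3.40% of cases, which argues against free RNA as their only source, and other sources were not tested. The test had been run over 11 libraries before it was narrowed to these, and over all libraries the outcome was undecided. The share exceeded that of all UMIs in cranial library 1 (1.01% against 0.758%) and, in experiment 1, in olfactory (10.9% against 8.78%) and otic (1.52% against 1.47%). In cranial library 1 it also exceeded the value modelled for free RNA (0.951%).

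The smaller clones of the cranial libraries are not due to fewer pairs, because the difference of 663 distinct cloneIDs was measured at 2000 pairs per library and both cranial libraries lay above all regional libraries of experiment 1. A later injection leaves less time for growth and could give the 1551 distinct cloneIDs seen in cranial, but only the cranial group was injected at E8.5 and only it was dissected as a whole, so the explanations cannot be told apart.

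CloneIDs found in all 3 regions were more frequent than the product of the pairwise shares. Among eye cloneIDs, 29 were also found in both other regions in experiment 1 and 54 in experiment 2, against 11.6 and 19.7 expected if presence in olfactory and otic were independent. Part of this excess may arise because large clones are seen everywhere. Within classes of eye clone size, the expected numbers rose to 13.9 (95% range 8 to 20) and 33.9 (26 to 43), and the observed numbers were still 2.09 and 1.59 times higher (permutation test, p = 0.0001 in both, the smallest that 10000 draws can give). Clone size as counted in the eye is thus argued against as the whole cause. The explanation was narrowed from clone size in general to size in the eye after this outcome was seen. The permutation test counts each cloneID as an independent clone. A founder with several insertions would be counted more than 1 time, which can make p too small. Merging of co-occurring cloneIDs was not tried for this test. The size of a clone over the whole head is not known, so a dependence on it stays open beside a class of founders that contribute to many regions, which is a hypothesis only.

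The 136 complete cloneIDs seen in more than 1 embryo batch are consistent with founders that drew cloneIDs from a finite pool. The number shared was proportional to the product of the batches' cloneID numbers (chi-square test for a common rate, p = 0.866), and the rate corresponds to 586648 equally frequent cloneIDs (95% interval 497142 to 697378). A leak of large clones between batches would make the shared cloneIDs large in 1 of the batches. Their larger clone size was 6.72 barcodes on average, against 8.40 (5.55 to 12.4) for random cloneIDs, which argues against such a leak.

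In experiment 1, 195 pairs of cloneIDs, summed over libraries, were copies of each other shifted by 1 to 6 bases, against 23 in experiment 2. In experiment 1, 96.4% of the barcodes of the rarer string held both strings, which suggests that 1 insertion was read in different frames. In experiment 2 this held for 6 of 24 barcodes. Merging the shifted strings changed no direction in the comparisons of regions.

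Combinations of cloneIDs recurred. Over all libraries, 37.2% of the 7009 barcodes with several complete cloneIDs held a pair of cloneIDs that was found together in another barcode of the same library. After shuffling the cloneIDs among these barcodes, 2.75% did. The lowest share in a library was 25.4%, and the highest after shuffling was 10.6%. In olfactory of experiment 1 the shuffled mean was 68.27 barcodes, against 265 observed. It was 61.2 against 381 in olfactory library 2 of experiment 2, and 0.24 against 161 in cranial library 1. Unrelated cells in 1 droplet are thus argued against for most barcodes whose combination recurred, but not for all. Founders with several insertions are a candidate explanation. For the other 62.8%, droplets with several cells and small clones with several insertions cannot be told apart, because a combination seen once fits both.

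A match of at least 12 bases to the template-switch oligo of the droplet chemistry was found in 125 cloneIDs, 117 of them complete, in 12 of 12 libraries. They occurred in 138 barcodes, summed over libraries, and none was found in more than 4 barcodes of a library.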
